# Unmasking Protein Phosphatase 2A Regulatory Subunit B as a Crucial Factor in the Progression of Dilated Cardiomyopathy

**DOI:** 10.3390/biomedicines12081887

**Published:** 2024-08-19

**Authors:** Fang Lin, Xiaoting Liang, Yilei Meng, Yuping Zhu, Chenyu Li, Xiaohui Zhou, Sangyu Hu, Na Yi, Qin Lin, Siyu He, Yizhuo Sun, Jie Sheng, Huimin Fan, Li Li, Luying Peng

**Keywords:** *Ppp2r5d*, dilated cardiomyopathy, STAT3, phosphorylation, mitochondria

## Abstract

Dilated cardiomyopathy (DCM) is one of the major causes of heart failure. Although significant progress has been made in elucidating the underlying mechanisms, further investigation is required for clarifying molecular diagnostic and therapeutic targets. In this study, we found that the mRNA level of protein phosphatase 2 regulatory subunit B’ delta (*Ppp2r5d*) was altered in the peripheral blood plasma of DCM patients. Knockdown of *Ppp2r5d* in murine cardiomyocytes increased the intracellular levels of reactive oxygen species (ROS) and inhibited adenosine triphosphate (ATP) synthesis. In vivo knockdown of *Ppp2r5d* in an isoproterenol (ISO)-induced DCM mouse model aggravated the pathogenesis and ultimately led to heart failure. Mechanistically, *Ppp2r5d*-deficient cardiomyocytes showed an increase in phosphorylation of STAT3 at Y705 and a decrease in phosphorylation of STAT3 at S727. The elevated levels of phosphorylation at Y705 in STAT3 triggered the upregulation of interleukin 6 (IL6) expression. Moreover, the decreased phosphorylation at S727 in STAT3 disrupted mitochondrial electron transport chain function and dysregulated ATP synthesis and ROS levels. These results hereby reveal a novel role for *Ppp2r5d* in modulating STAT3 pathway in DCM, suggesting it as a potential target for the therapy of the disease.

## 1. Introduction

Dilated cardiomyopathy (DCM) is characterized by dilated ventricles and impaired myocardial contractile capacity, generally leading to cardiac dysfunction, arrhythmias, and finally heart failure. Cardiomyocytes from DCM patients exhibit a progressive increase in apoptosis, which results in compensatory hypertrophy of the healthy remaining cardiomyocytes. While many factors, including genetic mutations, autoimmune diseases, inflammation and infection, toxins, excessive alcohol consumption, and chemotherapeutic drugs, have been observed to be associated with the occurrence of DCM, still others have yet to be identified [1].

Our previous study identified an altered mRNA level of protein phosphatase 2 regulatory subunit B’ delta (*Ppp2r5d*) in the plasma of DCM patients as compared to that of ischemic cardiomyopathy (ICM) patients and healthy individuals (GEO: GSE138678) [2]. The abnormal alteration of *Ppp2r5d* was further confirmed in DCM mice, which suggests that *Ppp2r5d* may serve as a potential diagnostic biomarker for DCM. Protein phosphatase 2A (PP2A) is one of the four major Ser/Thr phosphatases that negatively control cell growth and division. *Ppp2r5d*, encoding B56δ (a delta isoform of the regulatory subunit B56 subfamily of PP2A) has been shown to be involved in neurodevelopment and tumorigenesis [3], and its mutant leads to mental retardation and neurodevelopmental disorder [4,5,6]. On the other hand, isoproterenol (ISO)-stimulated cardiomyocytes can induce the phosphorylation of subunit B56δ at the Ser573 site, thereby enhancing PP2A activity. Additionally, cTnI and cMyBP-C are phosphorylated by PKA following ISO stimulation. Inhibiting PP2A activity can increase the levels of phosphorylation at the intracellular cTnI Ser22/23 and cMyBP-C Ser282 sites [7]. The double knockout of *Ppp2r5d* and *Ppp2r5c* arrest embryonic development at around 12 days, accompanied by the apoptosis of heart tissue and by abnormal cardiac vascular development in mice [8]. All these studies indicate that *Ppp2r5d* plays a crucial role in the development of cardiac disease. Here, we elucidate that *Ppp2r5d* knockdown in mouse cardiomyocytes enhances the inflammatory response and aggravates mitochondrial energy metabolism, thereby accelerating DCM progression. Our findings demonstrate that *Ppp2r5d* indeed modulates the pathogenesis of DCM.

## 2. Materials and Methods

### 2.1. Animals

Four-to-six-week-old male C57BL/6J mice were purchased from Vital River (Beijing, China). All animal experiments were approved by the Animal Care and Use Committee of Tongji University (Permit Number: TJAA00222101), and the procedures followed the National Research Council’s Guide for the care and use of laboratory animals. A DCM mouse model was induced by ISO treatment. Briefly, mini-osmotic pumps (2002W, RWD Life Science, Shenzhen, China) containing saline or ISO (I5627, Sigma-Aldrich, St. Louis, MO, USA; 60 mg/kg/day) were implanted subcutaneously for two weeks.

The myocardial-specific *Ppp2r5d* knockdown was achieved through delivery of adeno-associated virus 9 (AAV9) carrying shRNA against *Ppp2r5d* (AAV9-cTnT-shRNA-*Ppp2r5d*-GFP) driven with a cTnT promoter via tail vain injection (5 × 10^11^ viral particles per animal in 100 μL, Hanheng Biotechnology, Shanghai, China). Mice receiving an equivalent amount of AAV9-cTnT-shRNA-NC (5 × 10^11^ viral particles per animal in 100 μL, Hanheng Biotechnology, Shanghai, China) served as the control group. At week 3, the mice were subcutaneously implanted with a mini-osmotic pump containing ISO to induce DCM as previously described. After an additional eight weeks, echocardiography was performed and cardiac tissues were collected for histological and biochemical analysis.

### 2.2. Cell Culture

The mouse cardiomyocytes (MCMs) were purchased from the ScienCell research laboratories. The passage number in the experiment was between 10 and 20. Cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM, HyClone, Logan, UT, USA) supplemented with 2% fetal bovine serum (FBS) at 37 °C in a humidified 5% CO_2_–95% air atmosphere. Primary neonatal mouse cardiomyocytes cells were cultured in DMEM (HyClone, Logan, UT, USA) supplemented with 10% fetal bovine serum (FBS) at 37 °C in a humidified 5% CO_2_–95% air atmosphere.

The primary neonatal mouse cardiomyocytes were isolated according to the manufacturer’s instructions (AC-1002016, Applied Cell, Shanghai, China). The ventricles of the hearts of P1 or P2 neonatal mice were rinsed with wash buffer and then minced into 1–3 mm^3^ tissue fragments. Initial digestion with mouse cell dissociation solution I was carried out overnight at 4 °C, followed by repeated treatment with dissociation solution II at 37 °C until the cells were fully dissociated. The resulting cell suspensions, comprising both myocytes and non-myocytes, were pooled and then subjected to purification through differential adhesion. The purified cardiomyocytes were subsequently transfected with siRNA for further experiments.

### 2.3. RNA Interference

To knockdown *Ppp2r5d*, MCMs were transfected with either siRNA against *Ppp2r5d* or negative control (NC) siRNA using Lipofectamine™ RNAiMAX transfection reagent (13778030, Thermo Fisher, Waltham, MA, USA) according to the manufacturer’s instructions. 

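*Ppp2r5d* encodes the delta isoform of the B′ regulatory subunit of protein phosphatase 2A and was measured on the microarray by 1 probe of 60 bases, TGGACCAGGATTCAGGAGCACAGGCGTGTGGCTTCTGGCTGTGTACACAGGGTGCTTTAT. The scanner files place this probe on chromosome 17 of the mouse genome build mm9, from 46819940 to 46819973, an interval of 34 bases. Which exon or untranslated region this interval belongs to was not analysed here. The siRNA against *Ppp2r5d* has 19 bases. Neither its sequence nor the reverse complement was present in any of the 56605 probe sequences, and the longest run of bases that the siRNA shared with the *Ppp2r5d* probe was 5 bases.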

The siRNA sequence was as follows: siRNA-*Ppp2r5d*: 5′-AGATCAACCACATCTTCTA-3′. The efficiency of knockdown was assessed 48 h post-transfection through real-time quantitative (RT-qPCR) and Western blot analysis prior to subsequent experiments.

### 2.4. Microarray Assay

The Agilent Sure Print G3 Mouse Gene Expression v2 Microarrays (8 × 60 K, DesignID: 074809) were used, and data analysis was conducted by OE Biotechnology Co., Ltd. (Shanghai, China).

Total RNA was quantified with the NanoDrop ND-2000 (Thermo Fisher Scientific, Waltham, MA, USA), and RNA integrity was assessed with the Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). Sample labelling, microarray hybridization, and washing steps were performed according to the manufacturer’s protocols. Briefly, the total RNA was reverse transcribed to double-strand cDNA, and then synthesized cRNA was labelled with *Cyanine* 3-CTP and hybridized onto the microarray. After washing, the arrays were scanned by the Agilent Scanner G2505C (Agilent Technologies). Raw data were acquired using Feature Extraction software (version 10.7.1.1, Agilent Technologies), and basic analysis was performed using Genespring software (version 14.8, Agilent Technologies). The statistically significant differentially expressed genes were then identified (fold ≥ 2.0 and *p* value ≤ 0.05 by *t*-test). The Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses of the differentially expressed genes were conducted using SciPy (version 1.8.0) based on hypergeometric distributions.

### 2.5. ATP Concentration Assay

MCMs were initially transfected with siRNA-*Ppp2r5d* and control siRNA-NC, followed by ISO treatment 48 h post-transfection. Cells were harvested 18 h later for in vitro adenosine triphosphate (ATP) concentration analysis using an ATP assay kit (S0027, Beyotime, Nantong, China) according to the manufacturer’s instructions.

### 2.6. Tissue Histopathology

After the echocardiography assessment, the heart tissues were fixed, embedded in paraffin, and sectioned. Masson’s trichrome staining was used to assess fibrosis in the heart sections. Wheat germ agglutinin (WGA) (L4985, Sigma-Aldrich, St. Louis, MO, USA) was utilized for staining cardiac sections to measure the area of cardiomyocytes according to the manufacturer’s instructions. Images were captured by fluorescence microscopy (Leica Microsystems, Wetzlar, Germany).

### 2.7. Real-Time Quantitative PCR

RNA was extracted with TRNzol (DP424, TIANGEN, Beijing, China). The cDNA was synthesized using a PrimerScriptTM RT Master Mix (RR036, Takara, Beijing, China). Quantitative reverse transcription polymerase chain reaction (RT-qPCR) analysis was conducted with SYBRTM green master mix according to the manufacturer’s protocol (4385617, Thermo Fisher Scientific, Waltham, MA, USA). The expression of target genes was normalized to the expression level of control using the 2^−ΔΔCt^ cycle threshold method. *β-actin* and *Vdac1* were utilized as endogenous controls separately. The sequence of primers is listed in Table S1.

### 2.8. Enzyme-Linked Immunosorbent Assay (ELISA)

The supernatant of cell cultures was collected and centrifuged to remove cell debris after 3 days of transfection. The interleukin 6 (IL6) concentration was determined with a commercial ELISA kit according to the manufacturer’s instructions (EK206/3-96, MultiScience, Shanghai, China).

### 2.9. Mitochondrial Respiration Assay

The Seahorse XFe96 assay (Agilent Technologies, Santa Clara, CA, USA) was used to quantify the oxygen consumption rate (OCR) of MCMs. MCMs were transfected with siRNA-*Ppp2r5d* and siRNA-NC. For this aim, 1.5 × 10^4^ of cells were seeded in customized Seahorse 96-well plates and treated with ISO (50 μM) for 18 h. Then, the medium was replaced with DMEM (Seahorse Bioscience, Billerica, MA, USA), supplemented with 1 mM pyruvate, 2 mM glutamine, and 10 mM D-glucose. The OCR was determined using the Seahorse Bioscience XF96 Extracellular Flux Analyzer (Seahorse Bioscience, Billerica, MA, USA). Measurements were made as the cells were incubated sequentially under four conditions: 1. basal levels were measured in the absence of additives; 2. oligomycin (1.5 μM) was added to reversibly inhibit oxidative phosphorylation (OXPHOS) and thus ATP synthase to measure glycolytic ATP synthesis; 3. FCCP (1 μM), a mitochondrial uncoupler, was added to disrupt OXPHOS-dependent ATP generation; 4. antimycin A (10 μM), a complex I inhibitor and mitochondrial poison, was added to stop OXPHOS-dependent ATP production. The ATP levels under these four different conditions were calculated using Seahorse Wave Controller Software (version 2.4), with OCR normalized to the number of cells in each well.

### 2.10. Assay for Intracellular Reactive Oxygen Species

To assess intracellular ROS level, MCM cells were transfected with siRNA-*Ppp2r5d* and siRNA-NC. After two days, the MCMs were switched to glucose-free medium overnight, following stimulation with H_2_O_2_ (400 μM) for 1.5 h. MCMs from the control, siRNA-NC, and siRNA-*Ppp2r5d* groups were treated with 10 μM of DCFH-DA dye for 1 h at 37 °C, followed by three washes with serum-free DMEM. Subsequently, the DCF fluorescence was promptly measured using flow cytometry (BD LSRII flow cytometer, excitation/emission: 488/525 nm) according to the manufacturer’s instructions (S0033, Beyotime, Nantong, China).

### 2.11. Assay for MitoTracker Green

To measure the intracellular mitochondria, MitoTracker green dye was used according to the manufacturer’s instructions (40742ES50, Yeason, Xi’an, China). In brief, MCM cells from the control, siRNA-NC, and siRNA-*Ppp2r5d* groups were harvested and incubated with MitoTracker green (100 nM) for 30 min at 37 °C, following washing with PBS. Fluorescence intensity was immediately measured with flow cytometry (BD LSRII flow cytometer; excitation/emission: 490/523 nm).

### 2.12. Mitochondria Isolation and Assay for ETC Activity

Mitochondria from MCM were isolated using a mitochondrial isolation kit (MM-038, Invent Biotechnologies, Plymouth, MN, USA), and then the activity of electron transport chain (ETC) complex I in the purified mitochondria was determined according to the manufacturer’s protocol (BC0515, Solarbio, Beijing, China). Briefly, the activity was quantified by measuring the oxidation of NADH at 340 nm according to the manufacturer’s instructions. Protein content was determined by the bicinchoninic acid (BCA) method, and values are expressed as activities in nanomoles substrate consumed per minute per milligram of protein.

### 2.13. Echocardiography

Cardiac performance was evaluated at 6 weeks post-ISO-infusion by echocardiography. Mice were anaesthetized with isoflurane (2% isoflurane for induction and 1% for maintenance). Left ventricular images were obtained in the parasternal long-axis view using a Vevo 2100 Imaging System (Fujifilm Visual Sonics, Toronto, ON, Canada) equipped with a 30 Mhz MicroScan transducer (model MS-400). As previously described, LV mass and functional parameters were calculated, such as ejection fraction and fractional shortening [9].

### 2.14. Transmission Electron Microscopy (TEM) Analysis

Heart tissues were rapidly fixed in 2.5% glutaraldehyde for 2 h and then trimmed to 1~3 mm^3^ in size. After three washes with 0.1 M of phosphate buffer, the tissues were fixed with 1% osmic acid at 4 °C for 2 h, followed by rinsing and gradient dehydration through graded ethyl alcohols. Subsequently, they were embedded in Epon-Araldite resin, and the resulting clumps were polymerized in copper. Semi-thin sections were initially utilized for localization, while ultrathin sections were subsequently employed for microstructural analysis. After counterstaining was completed with uranyl acetate and lead citrate, the specimens were examined under an HT7800 transmission electron microscope. The images were finally analyzed using ImageJ to quantify the mitochondria surface area (µm^2^) and perimeter (µm).

### 2.15. Western Blot

The total protein was extracted from MCMs with RIPA lysis buffer containing phosphatase and protease inhibitors (P0013B, Beyotime, Nantong, China), and the protein concentrations were quantified using the BCA Protein Assay Kit (P0010, Beyotime, Nantong, China). The protein samples were separated by SDS-PAGE and transferred to the hydrophobic PVDF membrane. Blotted membranes were incubated with primary antibodies at 4 °C overnight and then incubated with specific secondary antibodies at room temperature for 1 h. The targeted proteins were visualized by enhanced chemiluminescence (34094, ThermoFisher, Waltham, MA, USA) with a Tanon 1600 apparatus (Tanon, Shanghai, China) according to the manufacturer’s instructions. The optical intensities of the blotted bands were quantified using ImageJ software (version 1.4.3.67). The following primary antibodies were used: anti-Phospho-STAT3 (Y705) (9145, CST, New York, NY, USA); anti-Phospho-STAT3 (S727) (9136, CST, New York, NY, USA); anti-STAT3 (4904; CST, New York, NY, USA); anti-*Ppp2r5d* (B56δ) (12068-1-AP, Proteintech, Wuhan, China); anti-GADPH-HRP (Pab001H, ESscience, China); anti-VDAC1/2 (10866-1-AP, Proteintech, Wuhan, China); and anti-Total OXPHOS Rodent WB antibody Cocktail (ab110413, Abcam, Cambridge, UK).

### 2.16. Statistical Analysis

All data are presented as the mean ± SD. Statistical analyses were performed using GraphPad Prism 5.04 software. Comparisons between two groups were analyzed by the unpaired Student’s *t*-test, and comparisons between more than two groups were analyzed by one-way ANOVA followed by the Bonferroni test. A value of *p* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Ppp2r5d Was Associated with DCM Pathogenesis

Given that activation of β-adrenergic receptors (β-AR) by ISO can induce progressive left ventricular dilatation, cardiac dysfunction, and fibrosis [10,11], a subcutaneous osmotic mini-pump was used here to apply ISO for 2 weeks to induce DCM in mice. The results revealed typical cardiac dysfunction, including increased left ventricular end-diastolic dimension (LVEDD) and left ventricular end-systolic dimension (LEVSD), as well as decreased left ventricular ejection fraction (LVEF) and left ventricular fraction shortening (LVFS) after 8 weeks of ISO infusion (Figure 1A,B). Additionally, an exacerbation of dilated left ventricular and myocardial fibrosis was also detected in the ISO-induced mice (Figure 1C), indicating the successful establishment of the DCM mice model.

Since *Ppp2r5d* mRNA was altered in the peripheral plasma of DCM patients (GEO: GSE138678), we then checked the status of *Ppp2r5d* in mice cardiac tissues. There was a significant decrease in the level of *Ppp2r5d* in the ventricular tissues of the mouse model, and there was no difference in the myocardial infarction (MI) mouse model (Figure 1D). To further confirm this change was associated with the pathogenesis of DCM, we knocked down *Ppp2r5d* in MCMs using siRNA-*Ppp2r5d* and then performed gene expression microarray assay to identify the differentially expressed genes (DEGs). 

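MCMs are mouse cardiomyocytes that were bought as cultured cells and passaged. For the gene expression microarray, 1 culture was transfected with siRNA-NC, a negative control, and 1 with siRNA-*Ppp2r5d*. By the sample labels, glucose-free medium was given 48 h after transfection and RNA was collected at 64 h. The labels name no ISO treatment for these cultures. Each RNA was labelled with Cyanine 3 and hybridized to 1 array, so no difference between the 2 arrays has a replicate check and no p-value was computed. The authors deposited the scanner output of Feature Extraction 10.7.1.1, in which each spot has a background-corrected intensity, and a table of log2 values. Of 59305 spots that were not controls, 35544 were well above background on the siRNA-NC array and 35174 on the siRNA-*Ppp2r5d* array, and none was saturated. From the intensities, log2 values were taken, spots marked as outliers by the scanner software were left out, and the 75th percentile of each array was subtracted. This percentile was an intensity of 592 for siRNA-NC and 518 for siRNA-*Ppp2r5d*. The value of a gene was the mean log2 fold change over its probes that were well above background on both arrays. Where a gene was well above background on 1 array, the other array was set to the higher of the dim signal and the lowest signal well above background, which gives a bound. In all, 21638 genes were well above background on at least 1 array and 20311 on both. For spots well above background on both arrays, the log2 fold change between spots of the same probe had a median SD of 0.036. This value is over 293 probes with 10 spots each and covers the error of such spots, not that of dimmer spots or of cultures. The number of arrays limits the precision of all values.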

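*Ppp2r5d* itself had an intensity of 4701 on the siRNA-NC array and 676 on the siRNA-*Ppp2r5d* array, a log2 fold change of -2.61 after normalization, or 6.09-fold lower. Among the other subunits of protein phosphatase 2A that the arrays measured, *Ppp2r5a* had a log2 fold change of 0.067, *Ppp2r5b* of -0.031, *Ppp2r5c* of 0.020 and *Ppp2r5e* of 0.15. The scaffold subunit *Ppp2r1a* had a log2 fold change of 0.38 and *Ppp2r1b* of -0.19. Under scaling to the median signals of spike-in probes, which was chosen after the data were seen, the log2 fold changes of genes measured on both arrays fell by 0.21, which leaves *Ppp2r1a* as the 1 value above 0 among these 6. At the fold threshold of the paper, 219 genes were at least 2-fold higher and 308 at least 2-fold lower with siRNA-*Ppp2r5d*. Of these, 179 higher and 215 lower genes were well above background on both arrays, and the others rest on bounds. The *t*-test of the paper was not computed, because there was 1 array per condition. Among the alternatives that keep the threshold and the filter on dim probes, normexp correction with an offset of 50 gave 62 higher and 44 lower genes, and scaling to spike-in probes gave 122 higher and 617 lower genes. Among genes with an official symbol that were well above background on both arrays, the largest rises were in *Cxcl14*, with a log2 fold change of 3.23, *Sprr2h* with 2.86 and *Penk* with 2.85, each from 1 of the 2 probes of the gene. *Prl2c5* had a log2 fold change of 2.62, and whether its probe also binds paralogs was not analysed here. The largest falls were in *Nrcam*, with a log2 fold change of -3.22 from 1 of its 4 probes, followed by *Ppp2r5d* and by *Wnt10b* with -2.30 from 2 probes.

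**Figure D1:**
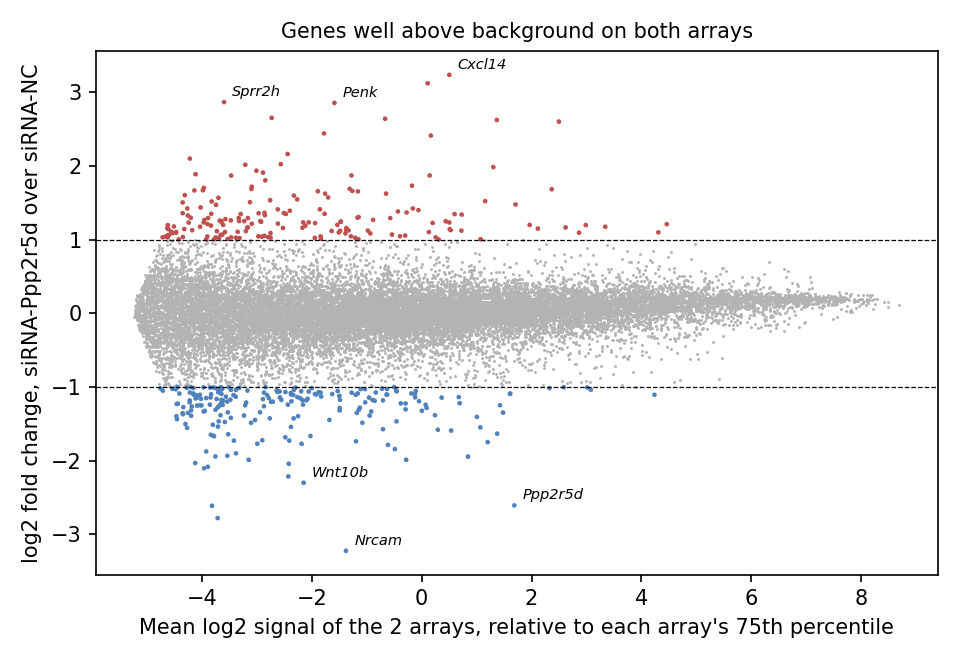
Each point is 1 of the 20311 genes well above background on both arrays, with the mean log2 signal relative to the 75th percentile on the horizontal axis and the log2 fold change of siRNA-*Ppp2r5d* over siRNA-NC on the vertical axis. Dashed lines mark 2-fold, red and blue points are genes past it, and *Ppp2r5d* lies at -2.61.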

Further enrichment analysis showed that the DEGs are highly involved in cardiac muscle hypertrophy and cardiac muscle contraction in Gene Ontology (GO) (Figure 1E) and are highly associated with hypertrophic cardiomyopathy (HCM) and DCM pathway in Kyoto Encyclopedia of Genes and Genomes (KEGG) (Figure 1F). Collectively, these results indicate that *Ppp2r5d* is indeed involved in DCM pathogenesis.

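The gene sets behind Figure 1E,F were not used here. In their place, 4 lists were written from general knowledge of the HCM and DCM pathways, cardiac muscle contraction and cardiac muscle hypertrophy, and these differ from the GO and KEGG sets. Each list was set beside 10000 random lists of the same size matched on mean expression, as a description of these 2 arrays. Of 69 HCM genes well above background on at least 1 array, 4 were changed at least 2-fold, and 92.7% of random lists had fewer. Of 70 DCM genes, 4 were changed, and 91.3% of random lists had fewer. These were the same genes in both lists. *Itga8* was higher with a log2 fold change of 1.89, *Lama1* was lower with -1.18 and *Itga9* was lower with -1.01, each from 1 of the 2 probes of the gene. *Itga2* was lower by a bound of -1.06. Of 48 contraction genes, *Csrp3* with a log2 fold change of 1.93 and *Mylk3* with -1.64 were changed, and 52.9% of random lists had fewer than these 2. Of 58 hypertrophy genes, *Csrp3* was the 1 changed gene, and 24.5% of random lists had fewer. The median log2 fold change was 0.023 for the HCM list, 0.015 for DCM, -0.040 for contraction and -0.017 for hypertrophy. Genes with a bound under 2-fold were not counted as changed, although their change can be larger. The place of the HCM and DCM lists among random lists depended on the setting. Without a filter on dim probes, 5.03% of random lists had fewer changed genes than the HCM list and 17.0% fewer than the DCM list, and after normexp correction neither list had a changed gene. At a threshold of 1.5-fold, 14 HCM genes and 14 DCM genes were changed, more than in 99.9% and 99.7% of random lists, and 11 contraction genes were changed, more than in 98.2%. The 6 hypertrophy genes past 1.5-fold were more than in 58.0% of random lists.

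**Figure D2:**
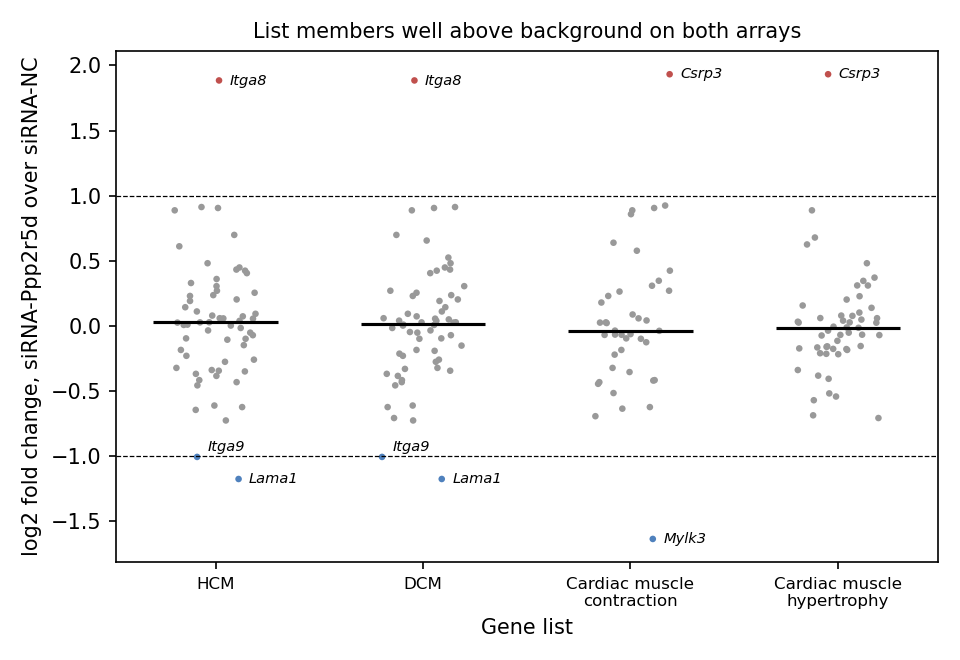
Each point is a gene of the list well above background on both arrays, with the log2 fold change of siRNA-*Ppp2r5d* over siRNA-NC on the vertical axis. Black bars are the list medians, dashed lines mark 2-fold, and the named genes are those past it.

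At this point the paper concludes that *Ppp2r5d* is involved in DCM pathogenesis. Beside the enrichment among the DEGs, it cites altered *Ppp2r5d* mRNA in patient plasma and a lower level in the DCM model but not the MI model. Its later evidence includes knockdown in mouse hearts, which worsened dilation, fibrosis and cardiac function under ISO.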

### 3.2. Ppp2r5d Knockdown Increased Oxidative Stress and Mitochondrial Dysfunction in MCMs

Oxidative stress characterized by the accumulation of reactive oxygen species (ROS) mediates the development of DCM [12,13]. Next, we checked the ROS status in *Ppp2r5d*-deficient cardiomyocytes after the hydrogen peroxide (H_2_O_2_) challenge. As shown in Figure 2A,B, although H_2_O_2_ treatment could increase ROS level in MCMs, a more significant increase was detected in *Ppp2r5d*-deficient MCMs, which then led to obvious apoptosis of MCMs that was confirmed again with a significant increase in the level of cleaved caspase 3 (Figure S1). Intracellular ROS generation was also detected by the fluorescent probe dihydroethidium (DHE). After ISO stimulation, the DHE staining indicated a significant increase between the *Ppp2r5d*-deficient MCMs and the control MCMs (Figure S2). Collectively, *Ppp2r5d* knockdown enhanced ROS generation in MCMs after ISO and H_2_O_2_ stimulation.

Mitochondria are major sources of intracellular reactive oxygen species, and excessive ROS production may induce mitochondrial dysfunction [14]. *Ppp2r5d* deficiency has no significant influence on mitochondrial mass (Figure 2C,D), but whether it has an effect on mitochondrial energy metabolism and function needs further clarification. We found that knockdown of *Ppp2r5d* modestly reduced basal ATP production in MCMs, and significant inhibition was detected in the presence of ISO (Figure 2E). ATP is primarily produced in mitochondria through the oxidative phosphorylation process, suggesting that *Ppp2r5d* deficiency in MCMs may attenuate mitochondrial biogenesis and/or mitochondrial respiration [15]. Bioenergetic profiles of MCMs were then determined by the Seahorse XF cell Mito stress test with the oxygen consumption rate (OCR) being calculated as an indicator of mitochondrial respiration. The OCR assay showed that only downregulation of *Ppp2r5d* with stimulation of ISO induced a significant decrease in basal respiration, maximal respiration, spare respiratory capacity, proton leak, and ATP production (Figure 2F,G). These results indicate that *Ppp2r5d* deficiency aggravates the ISO-induced mitochondrial dysfunction in vitro.

### 3.3. Ppp2r5d Knockdown Aggravated Cardiac Dilation and HF

To further evaluate the potential role of *Ppp2r5d* in DCM progression in vivo, adeno-associated virus (AAV) serotype 9 was used to mediate cardiomyocyte-specific knockdown of *Ppp2r5d*. Western blot revealed that B56δ could be expressed in multiple murine tissues, but only downregulated in the cardiac tissue after AAV-cTnT-shRNA-*Ppp2r5d* injection. There was no noticeable difference in the cardiac phenotype between the AAV-cTnT-shRNA-*Ppp2r5d* and AAV-cTnT-shRNA-NC groups (Figure S3). A flowchart of the animal experiment is shown in Figure 3A. Cardiac function was assessed using echocardiography at eight weeks after ISO infusion. Compared to the sham group, the ISO-treated mice exhibited an increase in left ventricular diameter and volume, accompanied by a reduction in left ventricular fractional shortening (FS) and ejection fraction (EF). Notably, the differences were more prominent in the AAV-cTnT-shRNA-*Ppp2r5d* & ISO group than in the control AAV-cTnT-shRNA-NC & ISO group (Figure 3B,C). Consistent with the echocardiography results, there was a notable increase in heart size and in both the heart weight-to-body-weight ratio (HW/BW) and heart weight-to-tibia-length ratio (HW/TL) in AAV-cTnT-shRNA-*Ppp2r5d* & ISO mice (Figure 3D,E). In addition, ISO led to an increase in mRNA level of classical-cardiac-hypertrophy- and stress-related genes in the left ventricle, particularly under *Ppp2r5d*-knockdown conditions, including atrial natriuretic peptide (Nppa), brain natriuretic peptide (Nppb), and myosin heavy chain (Myh7) (Figure 3F). Masson staining of cardiac tissue revealed that *Ppp2r5d* deficiency aggravated ISO-induced cardiac fibrosis (Figure 3G,H). Moreover, the increased cardiomyocyte size suggested that *Ppp2r5d* deficiency also aggravated ISO-induced cardiomyocyte hypertrophy (Figure 3I,J).

Since *Ppp2r5d* deficiency was involved in ISO-induced mitochondrial dysfunction in vitro (Figure 2F), we proceeded to investigate the potential impact of *Ppp2r5d* inhibition on mitochondria morphology in vivo. The ultrastructure analysis revealed that the mitochondria of the left ventricular tissue in the AAV-cTnT-shRNA-NC & ISO mice exhibited various abnormalities, including swelling, vacuolization, membrane rupture, and reduced cristae, while no significant alterations were observed in the right ventricular tissue. However, the *Ppp2r5d*-deficient DCM mice exhibited mitochondrial abnormalities in both left and right ventricles (Figure 3K,L). These results suggest that mitochondrial dysfunction induced by *Ppp2r5d* downregulation in the DCM model truly contributes to cardiac dilation and heart failure in vivo.

### 3.4. Ppp2r5d Knockdown Impaired ETC Complex Activity

Electron transport via the mitochondrial electron transport chain (ETC) complex I, II, III, and IV generates an electrochemical proton gradient, which is then utilized by ATP synthase to produce ATP [16]. Based on the observation that *Ppp2r5d* deficiency altered ROS generation (Figure 2A) and ATP production (Figure 2E) in MCMs under stimulation, we hypothesized that impairments of ETC capacity may be responsible for mitochondrial dysfunction in MCMs. Therefore, we proceeded to examine the expression patterns of genes associated with the ETC complex involved in this process. After ISO treatment, inhibition of *Ppp2r5d* triggered a significant transcriptional downregulation of *Ndufv1, Sdhb, Cyc1, Uqcrc2, and Atp5a1* (Figure 4A). Some protein levels, including NDUFB8 and SDHB, were accordingly decreased (Figure 4B,C). Moreover, the activity of ETC complex I was also significantly inhibited (Figure 4D). Taken together, these results demonstrate that *Ppp2r5d* knockdown impairs the expression of the ETC complex and exacerbates ISO-induced cardiac dysfunction.

### 3.5. Ppp2r5d Knockdown Induced Bidirectional Phosphorylation of STAT3 in the Hypertrophy Model

As a regulatory subunit of PP2A (serine/threonine protein phosphatase 2A), *Ppp2r5d* modulates signal transduction pathways by dephosphorylating specific target sites. Therefore, it is imperative to elucidate the mechanisms underlying the mitochondrial dysfunction induced by knocking down *Ppp2r5d* in the hypertrophy model. Previous research has demonstrated that STAT3 can be phosphorylated at two sites, namely serine residue 727 and tyrosine residue 705, resulting in changes to its intracellular localization and subsequent initiation of various biological processes [17,18]. Our findings demonstrate that inhibition of *Ppp2r5d* results in a distinct modulation of STAT3 phosphorylation levels, characterized by a decrease at Ser727 and an increase at Tyr705. This suggests that *Ppp2r5d* could mediate STAT3 modification to exert intricate modulation for the maintenance of mitochondrial function, potentially impacting ATP production or ROS level, both crucial for the metabolic function of cardiomyocytes (Figure 5A,B) [19]. For example, mtSTAT3 (pSTAT3 (S727)) interacts with GRIM-19, a component of the ETC complex I, subsequently enhancing the activity of complex I [20].

Phosphorylated STAT3 at Y705 forms dimers that translocate into the nucleus to mediate the transcription of downstream genes, including IL6 [21]. To investigate the potential role of *Ppp2r5d* in regulating IL6 through STAT3 modification, we evaluated IL6 expression in cardiomyocytes using RT-qPCR and ELISA. Knockdown of *Ppp2r5d* in cardiomyocytes stimulated with ISO significantly increased both IL6 mRNA expression and protein levels (Figure 5C,D). Consistently, the alteration was also confirmed in primary neonatal mouse cardiomyocytes (NMCMs) under the same conditions (Figure 5E,F). Furthermore, inhibition of Tyr705 phosphorylation of STAT3 with an inhibitor (S3I-201) reversed the upregulation of IL6 expression (Figure 5G,H) [22]. These findings provide evidence that *Ppp2r5d* modulates STAT3 Y705 phosphorylation to control IL6 levels in cardiomyocytes.

## 4. Discussion

In this study, we demonstrated that *Ppp2r5d* expression alteration in the DCM model resulted in a cascade of biological responses, including phosphorylation changes of mtSTAT3, decreased activity of the ETC complex, reduced ATP production, increased intracellular ROS levels, and exacerbated myocardial apoptosis. These changes further contribute to the abnormal DCM-related phenotype, such as elevated hypertrophic markers and IL6 levels, enlarged ventricles, impaired cardiac function, and accelerated ventricular remodeling. Additionally, exacerbated mitochondrial damage was observed in the DCM mouse model. These findings provide evidence for the significant role of *Ppp2r5d* in the pathogenesis of DCM.

Some factors such as inflammation, viral infection, and chemotherapeutic agents have been shown to contribute to the pathogenesis of DCM, ultimately leading to ventricular enlargement and HF. DCM manifests as dilated ventricles and impaired cardiac contractility in response to various causative stressors. Recently, we identified the alteration of *Ppp2r5d* mRNA in the peripheral plasma of patients with DCM [2]. This abnormal expression pattern has also been observed in the heart tissue of DCM mice, motivating us to further investigate the potential role of *Ppp2r5d* in the pathogenesis of DCM. It has been reported that the B56δ protein, encoded by *Ppp2r5d*, regulates numerous critical biological processes such as DNA replication and mitosis via distinct signal transduction pathways [23,24]. The primary form of PP2A is a heterodimeric trimeric complex consisting of a catalytic C subunit, a scaffold A subunit, and a regulatory B subunit. The regulatory B subunits comprise a large group of genetically and structurally diverse proteins that fall into four categories, B/B55, B′/B56, B′′/PR72, and B′′′/striatins. In mammals, B′/B56 contains five spliceosomes: B56α, B56β, B56γ B56δ, and B56ε. Previous studies on B56δ were focused on developmental disorder syndromes such as mental retardation, epilepsy, macrocephaly, and developmental delay [4,25]. *Ppp2r5d* knockdown promotes tumorigenesis and malignant development by enhancing phosphorylation at the Ser9 site of GSK-3β and the Ser62 site of the proto-oncogene C-myc [3]. The B56δ E420K mutation leads to an overactive AKT-mTOR signaling pathway via the regulation of AKT, GSK3α, and S6 hyperphosphorylation, resulting in an uncoordinated cell proliferation [24]. Inhibition of tumorigenesis can be achieved through the PP2A/GSK3β/MCL-1 pathway. Under hypoglycemia/metformin treatment, upregulated *Ppp2r5d* dephosphorylates GSK-3β, leading to a decline in MCL-1 and cell death [26]. ISO stimulation enhances PP2A activity by upregulating B56δ Ser573 phosphorylation. Mutation at the active site of B56δ can inhibit PP2A activity, leading to subsequently elevated intracellular phosphorylation of cTnI at Ser22/23 and of cMyBP-C at Ser282 in cardiomyocytes [7]. These findings suggest a potential function for *Ppp2r5d* in cardiomyopathy, although the mechanism remains unclear.

We observed that the *Ppp2r5d* mRNA levels were downregulated in the cardiac tissue of ISO-induced DCM mice, but not in MI mice. 

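The hand-written HCM and DCM lists share 76 of their 101 genes, of which 80 were well above background on at least 1 of the 2 arrays of MCMs. These genes were split by function, and those named here were chosen, after their values were seen. The 4 genes changed at least 2-fold all belonged to the integrins and laminins, of which 17 were well above background. *Itga8*, *Lama1* and *Itga9* each rest on 1 of 2 probes, and *Itga2* rests on a bound. The calls depend on the processing. Under quantile normalization 3 genes of each list were changed, after normexp correction 0, and with the probe of highest mean signal 7 HCM and 6 DCM genes. For genes measured on both arrays, the log2 fold changes of 14 genes of the sarcomere and cytoskeleton ran from -0.42 for *Des* to 0.90 for *Myl3*. Those of 10 genes of calcium channels and calcium handling ran from -0.63 for *Slc8a1* to 0.91 for *Cacng7*. Other genes of these groups have a bound, such as *Cacna1c*, which was lower by a bound of -0.94, and *Ryr2*, which was higher by a bound of 0.56, and their change can be larger than 2-fold. The 7 genes of the dystrophin complex and nuclear lamina lay between -0.44 for *Sgcd* and 0.30 for *Sgcb*. The 25 signalling genes measured on both arrays lay between -0.71 for *Adrb1* and 0.65 for *Prkx*. With 1 array per condition, these values have no replicate check.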

Surprisingly, our microarray results showed that *Ppp2r5d* knockdown of MCMs results in a highly enriched differential expression of genes involved in the pathways associated with hypertrophy and DCM. These data provide further evidence that *Ppp2r5d* is indeed associated with ISO-induced DCM.

Next, we found that *Ppp2r5d*-knockdown MCMs are more sensitive to the detrimental cellular effects of the H_2_O_2_-induced ROS. For example, intracellular ROS levels were significantly upregulated in the *Ppp2r5d*-deficient group compared to the control group. Indeed, oxidative stress induced by mitochondrial dysfunction is also involved in the pathogenesis of DCM [27]. Our results also demonstrated that *Ppp2r5d* deficiency contributes to a decrease in intracellular ATP levels in ISO-stimulated cells. We further revealed that the baseline mitochondrial respiration, ATP production, and maximal oxygen consumption were considerably reduced in the *Ppp2r5d*-deficient MCMs compared to control cells under stimulation. In the in vivo experiments, DCM mice that were treated with AAV-cTnT-shRNA-*Ppp2r5d* exhibited severe cardiac dysfunction, ventricular fibrosis, and ventricular dilatation compared to the control group. In addition, the ventricles of *Ppp2r5d*-deficient DCM mice showed significantly more myofilament and mitochondrial damage than did those of the vehicle-treated DCM mice. Notably, the expression levels of genes associated with ETC and ATP synthesis, such as *Ndufv1, Sdhb, Cyc1, Uqcrc2*, *and Atp5a1* were downregulated in the DCM model. The activity of the ETC complex I was also impaired in this condition.

STAT3 can be phosphorylated at two sites to modulate its biological function. Phosphorylation at site S727 drives STAT3 into the mitochondria (mtSTAT3) to participate in electron transport chain activity [28,29,30], while phosphorylation at site Y705 drives STAT3 into the nucleus, where it functions as a transcriptional activator and influences the pathophysiology of cardiomyopathy. For instance, inhibition of STAT3 Y705 phosphorylation was shown to significantly enhance cardiac function in a rat model of stress-induced cardiac hypertrophy [31]. Intriguingly, our research revealed that *Ppp2r5d* uniquely regulates the differential phosphorylation of STAT3 at these two sites. Knockdown of *Ppp2r5d* increased Tyr705 phosphorylation but suppressed Ser727 phosphorylation in the ISO-induced DCM model. The phosphorylation pattern of STAT3 leads to mitochondrial dysfunction and elevated IL6 levels in cardiomyocytes, thereby contributing to the development of interstitial fibrosis in DCM.

Collectively, our data suggest that *Ppp2r5d* is involved in the development of DCM and may represent a turning point in the elucidation of the pathogenesis of DCM. One possible mechanism is that *Ppp2r5d* regulates STAT3 phosphorylation to maintain mitochondrial energy homeostasis in normal myocardial tissue. During DCM development, downregulation of *Ppp2r5d* promotes mitochondrial dysfunction and apoptosis in cardiomyocytes as well as aggravating myocardial fibrosis and ventricular remodeling.

However, despite our identification of the *Ppp2r5d*-dependent axis that regulates the functional integrity of cardiomyocytes disrupted by DCM pathogenesis, open questions remain to be answered in the future. It remains unclear whether *Ppp2r5d* directly or indirectly modulates the phosphorylation of STAT3 at two specific sites. Previous research has suggested that *Ppp2r5d* may regulate the phosphorylation of S282 in cMyBP-C without affecting phosphorylation at S273 and S302, indicating potential differential regulation by different PP2A holoenzymes on distinct sites of the same protein [7]. Our findings indicate that knocking down *Ppp2r5d* upregulates phosphorylation at site Y705 and promotes the expression of IL6. It should also be noted that the phosphorylation of STAT3 (pSTAT3 (S727)) may be indirectly regulated by *Ppp2r5d* and requires further investigation. Furthermore, rescue experiments are necessary to restore normal levels in deficient *Ppp2r5d* cardiomyocytes and impede the progression of ISO-induced DCM.

In summary, we discovered that the knockdown of *Ppp2r5d* in ISO-induced cardiomyocytes increases the phosphorylation of STAT3 at the Y705 site, leading to an upregulation of IL6 level. Meanwhile, the phosphorylation of STAT3 at the S727 site decreases, which impairs the function of electron transport chain, resulting in massive ROS production. In vivo experiments further confirmed that *Ppp2r5d* can exacerbate ISO-induced ventricular dilation and HF. Overall, our findings reveal *Ppp2r5d* to be a crucial factor in the progression of DCM and provide a novel therapeutic target for the treatment of DCM.

## 5. Conclusions

This study has revealed, for the first time, the association between *Ppp2r5d* and Dilated cardiomyopathy. Our findings demonstrate that *Ppp2r5d*-deficient cardiomyocytes display elevated phosphorylation levels of STAT3 at Y705, resulting in an upregulation of IL6 expression. Conversely, the absence of *Ppp2r5d* reduces phosphorylation levels at S727 of STAT3, disrupting mitochondrial electron transport chain function and leading to dysregulation of ATP synthesis and ROS levels. Our research provides novel insights into the molecular mechanisms of *Ppp2r5d* in ISO-induced DCM, suggesting it as a potential therapeutic target for the treatment of this disease.

## Figures and Tables

**Figure 1:**
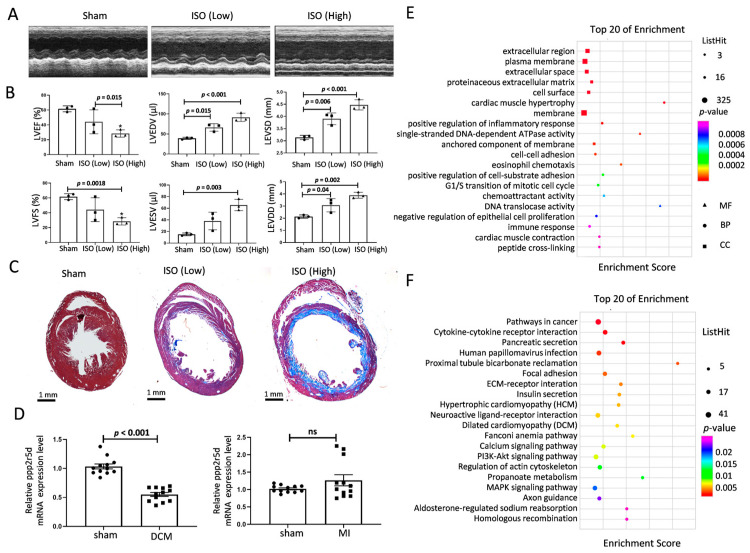
Characterization of the ISO-induced DCM mouse model. (**A**) Representative images of DCM mode echocardiography in each group. ISO (Low): 30 mg/kg/day; ISO (high): 80 mg/kg/day. (**B**) Quantitative analysis of the echo parameters of the left ventricle of each group. LVEF: left ventricular ejection fraction, LVFS: left ventricular fraction shortening, LVEDV: LV end-diastolic volume, LVESV: LV end-systolic volume, LEVDD: left ventricular end-diastolic dimension, LEVSD: left ventricular end-systolic dimension (*n* = 3). (**C**) Masson stain of the short-axis section of hearts. Scale bar: 1 mm. (**D**) The expression of *Ppp2r5d* mRNA in the cardiac ventricles of DCM mice and MI mice was compared with that of sham mice using RT-qPCR (*n* = 4). (**E**) GO enrichment analysis of DEGs in *Ppp2r5d* knockdown with MCMs vs. control MCMs. (**F**) KEGG pathways of DEGs in *Ppp2r5d* knockdown with MCMs vs. control MCMs. Data are presented as the mean ± SD with *p* values indicated. * *p* < 0.05.

**Figure 2:**
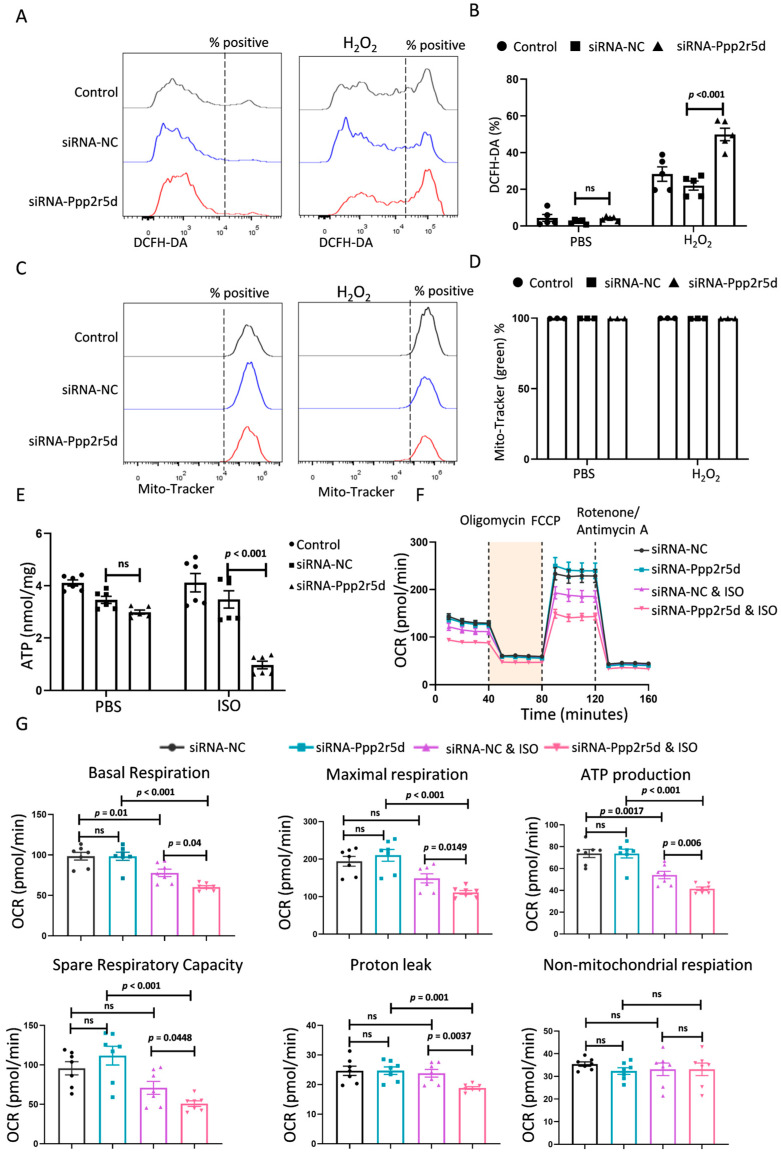
The effects of *Ppp2r5d*-knockdown MCMs on mitochondrial dysfunctions. (**A**) Representative histogram plots show the ROS levels in MCMs after treatment. (**B**) Quantification of DCFH-DA staining (Mean ± SD, *n* = 5). (**C**) Representative histogram plots show the mitochondria levels in MCMs after treatment. (**D**) Quantification of MitoTracker green staining (Mean ± SD, *n* = 3). (**E**) ATP production in MCMs was measured with an ATP kit (Mean ± SD, *n* = 6). (**F**) Mitochondrial respiration in MCMs was measured with the Seahorse assay. MCMs were sequentially incubated with oligomycin (1.5 μM), FCCP (1 μM), and antimycin (10 μM). (**G**) The mitochondrial functional parameters from F (basal respiration, maximal respiration, ATP production, spare respiratory capacity, non-mitochondrial respiration, and proton leak). *n* = 7. Data are presented as the mean ± SD with *p* values indicated.

**Figure 3:**
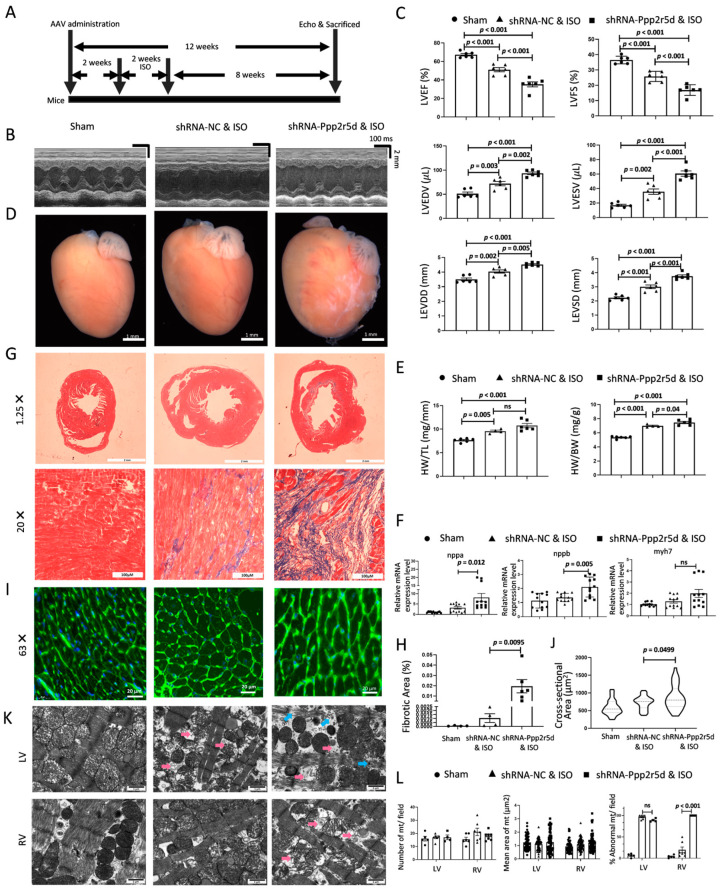
The effects of cardiomyocyte-specific *Ppp2r5d* knockdown on the pathogenesis of DCM and heart failure (HF) in vivo. (**A**) Workflow of the animal experiments. (**B**) Representative echocardiographic images at 8 weeks after removal of the osmotic mini-pump are shown. (**C**) Quantitation of the left ventricles’ parameters in each group. LVEF: left ventricular ejection fraction; LVFS: left ventricular fraction shortening; LVEDV: LV end-diastolic volume; LVESV: LV end-systolic volume; LEVDD: left ventricular end-diastolic dimension; LEVSD: left ventricular end-systolic dimension. *n* = 6. (**D**) Representative anatomical images of the hearts. Scale bar: 1 mm. (**E**) Heart weight/body weight ratio and heart weight/tibia length ratio in each group of mice. *n* = 6. (**F**) Relative mRNA expression of *Nppa*, *Nppb*, and *Myh7* in the ventricles of sham mice, AAV-cTnT-shRNA-NC & ISO mice, and AAV-cTnT-shRNA-*Ppp2r5d* & ISO mice. *n* = 6. (**G**) Masson stain of the collagen deposition of the lateral cross-section of hearts (Mag 1.25× and 20×). (**H**) Quantification of fibrosis area percentage. (**I**) WGA stain of the lateral cross-section of hearts (Mag 63×). (**J**) Quantification of cell area (μm^2^). (**K**) Representative transmission electron microscopy (TEM) images of the left ventricular (LV) and right ventricular (RV) section ultrastructure from sham mice (left), AAV-cTnT-shRNA-NC & ISO mice (middle), and AAV-cTnT-shRNA- *Ppp2r5d* & ISO mice (right). Magnification: 5000×; scale bar: 1 μm. Red arrows: vacuolated mitochondria; blue arrows: broken myocardial muscle fibers. (**L**) Quantification of mitochondria-related parameters from the panel: the number of mitochondria per field, the mean area of the mitochondria in each image, and the percentage of the abnormal mitochondria per field, respectively. Data are presented as the mean ± SD with *p* values indicated.

**Figure 4:**
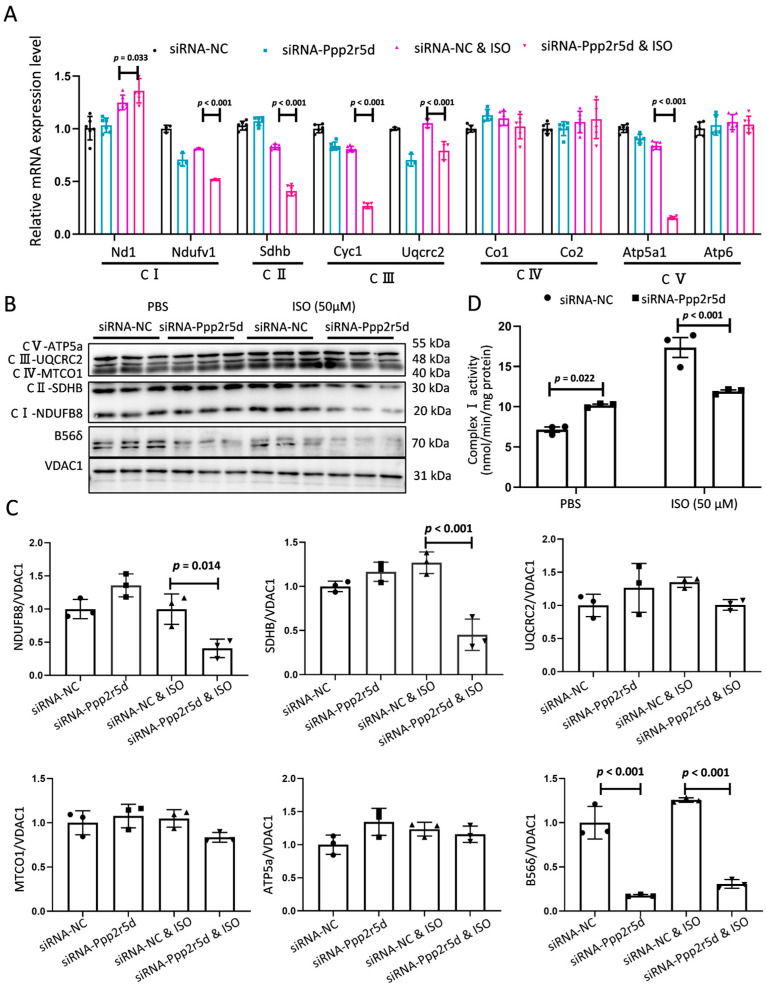
Knockdown of *Ppp2r5d* impaired the activity of the mitochondrial respiratory chain complex in MCMs. (**A**) Relative mRNA expression of the mitochondrial genes in each group. (**B**) Protein expression of mitochondrial complexes assessed by Western blot in each group. Experiments were repeated three independent times. (**C**) The relative band intensity of NDUFB8, SDHB, UQCRC2, MTCO1, ATP5a, and B56δ were analyzed by Image J software (version 1.4.3.67) and normalized to total VDAC1. (**D**) Mitochondria were isolated from MCMs, and complex I activity was measured. The enzymatic activity is presented as milliunits (nmol/min) per milligram (mg) of mitochondrial protein. Data are presented as the mean ± SD with *p* values indicated.

**Figure 5:**
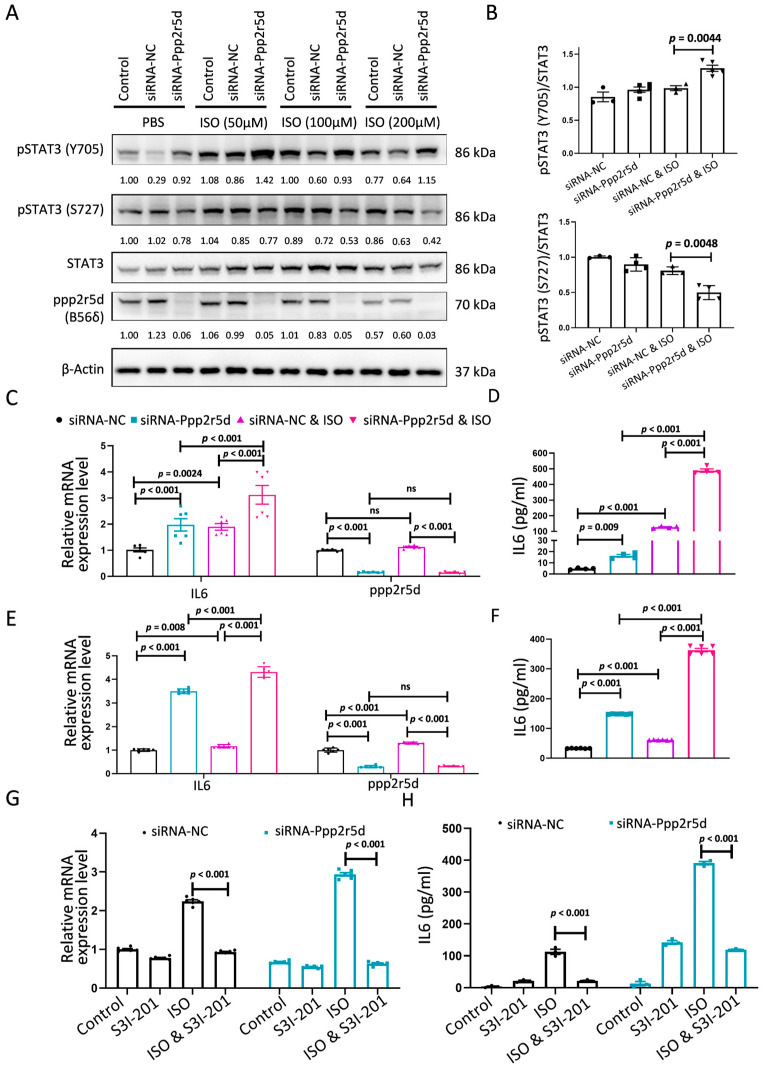
Knockdown *Ppp2r5d* in MCMs affected the status of STAT3 phosphorylation in the DCM model. (**A**) The expressions of the STAT3-related proteins were determined by Western blot, and representative images are shown. Total STAT3 and β-Actin were used as internal controls. The fold changes in protein expression level were normalized to the internal control and determined by densitometric analysis. Experiments were repeated three independent times. (**B**) The relative band intensity of pSTAT3 (Y705) and pSTAT3 (S727) was analyzed by ImageJ software (version 1.4.3.67) and normalized to Total STAT3. (**C**) Knockdown of *Ppp2r5d* resulted in upregulation of IL6 expression in mouse cardiomyocytes. Relative mRNA level of IL6 and *Ppp2r5d* in MCMs transfected with siRNA-NC or siRNA-*Ppp2r5d* after ISO treatment for 18 h, normalized to β-Actin expression (*n* = 6). (**D**) The protein level of IL6 in culture supernatants of MCMs among individual groups (*n* = 3). (**E**) Relative mRNA levels of IL6 and *Ppp2r5d* in NMCMs transfected with siRNA-NC or siRNA-*Ppp2r5d* after ISO treatment, normalized to β-Actin expression (*n* = 6). (**F**) The IL6 protein levels in culture supernatants of NMCMs were determined by an ELISA kit in each group (*n* = 3). (**G**) Relative IL6 mRNA level in MCMs transfected with siRNA-NC or siRNA-*Ppp2r5d* after ISO or S3I-201 treatment for 18 h. The values were normalized to β-Actin mRNA levels (*n* = 6). (**H**) The IL6 protein levels in culture supernatants of NMCMs were determined with an ELISA kit in each group (*n* = 3). Data are presented as the mean ± SD with *p* values indicated.

## Data Availability

The Microarray data have been deposited in the NCBI Gene Expression Omnibus under the accession number GEO: GSE238141. The original contributions presented in the study are included in the article, further inquiries can be directed to the corresponding author/s.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/biomedicines12081887/s1: Figure S1: *Ppp2r5d* inhibition promoted H_2_O_2-_induced apoptosis in MCMs.; Figure S2: *Ppp2r5d* inhibition promoted ISO-induced intracellular ROS in MCMs.; Figure S3: AAV-mediated knockdown of *Ppp2r5d* specifically in cardiomyocytes.; Table S1: List of primers for real-time PCR.

# Supplementary material for: Unmasking Protein Phosphatase 2A Regulatory Subunit B as a Crucial Factor in the Progression of Dilated Cardiomyopathy
**Source:** Biomedicines. 2024 Aug 19;12(8):1887. doi: 10.3390/biomedicines12081887
**Supplement:** Supplementary file 1

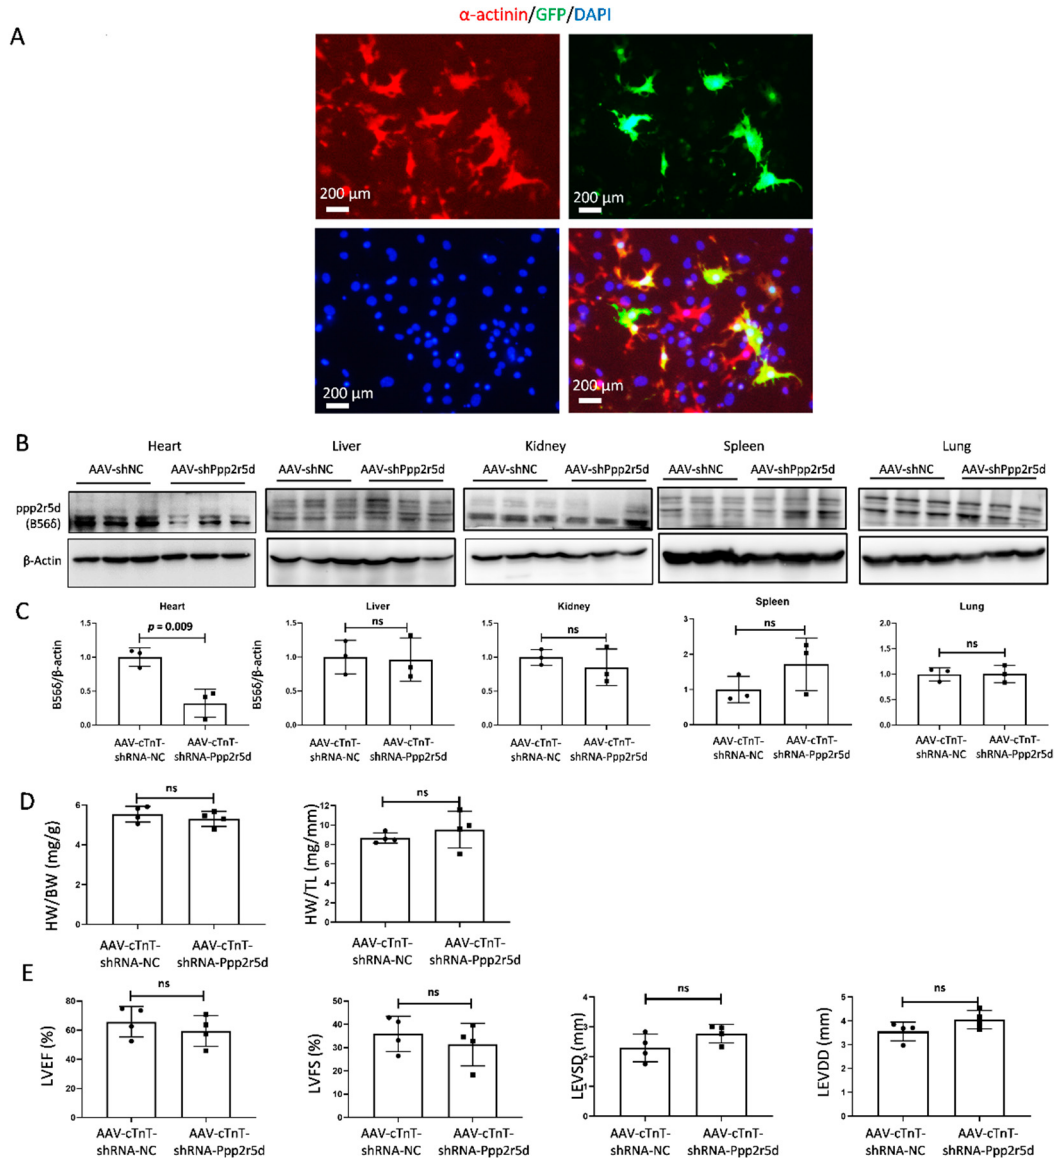

**Figure S3** AAV-mediated knockdown of *Ppp2r5d* specifically in cardiomyocytes. (A) Immunofluorescence staining was performed to evaluate the specific infection. The primary murine neonatal cells were isolated from heart tissue which contained not only cardiomyocytes but also fibroblasts. Representative immunofluorescent staining for  $\alpha$ -actinin (red, cardiomyocytes), GFP (green, AAV-infected cells), and DAPI (blue, nucleus) in murine neonatal cells with AAV-cTnT-shRNA-*Ppp2r5d* infection. Scale bar: 200  $\mu$ M. (B) Murine tissues were collected 5 weeks after AAV-cTnT-shRNA-*Ppp2r5d* and AAV-cTnT-shRNA-NC injections. Western blot was performed to evaluate the knockdown effect on *Ppp2r5d* in vivo. (C) The relative band intensity of Ppp2r5d (B56 $\delta$ ) was analyzed by ImageJ (version 1.4.3.67) and normalized to total  $\beta$ -Actin.  $n=3$ . Data are presented as Means  $\pm$  SD with P values indicated. (D) Heart weight/body weight ratio and Heart weight/tibia length ratio in each group of mice. Data are presented as the mean  $\pm$  SD with  $p$  values indicated.  $n = 4$ . (E) Quantitation of the left

ventricles' parameters in each group. LVEF: left ventricular ejection fraction; LVFS: left ventricular fraction shortening; LEVDD: left ventricular end-diastolic dimension; LEVSD: left ventricular end-systolic dimension. Data are presented as the mean  $\pm$  SD with *p* values indicated. *n* = 4.

Table S1. List of primers for real time PCR.

| Gene                 | Forward (5'-3')         | Reverse (5'-3')         |
|----------------------|-------------------------|-------------------------|
| Mouse Nppa           | TACAGTGCGGTGTCCAACACAG  | TGCTTCCTCAGTCTGCTCACTC  |
| Mouse Nppb           | TCCTAGCCAGTCTCCAGAGCAA  | GGTCCTTCAAGAGCTGTCTCTG  |
| Mouse IL6            | TACCACTTCACAAGTCGGAGGC  | CTGCAAGTGCATCATCGTTGTTC |
| Mouse Myh7           | GCTGGAAGATGAGTGCTCAGAG  | TCCAAACCAGCCATCTCCTCTG  |
| Mouse Ppp2r5d        | GAACACAAGGTGTTTCTCGTCCG | TCCTTCTCCAGGAAGTGCACCA  |
| Mouse $\beta$ -actin | CATTGCTGACAGGATGCAGAAGG | TGCTGGAAGGTGGACAGTGAGG  |
| Mouse Nd1            | TCCGAGCATCTTATCCACGC    | GTATGGTGGTACTCCCGCTG    |
| Mouse Ndufv1         | GGTATCTGTGCGTTTCAGCA    | GATCCGGTCTTCATCCTTCA    |
| Mouse Cyc1           | ACCTGGTGGGAGTGTGCTAC    | CATCATCATTAGGGCCATCC    |
| Mouse Uqcrc2         | AATGGCTCTGGTTGGACTTG    | ACGGTATTTGGCTTTTGCAC    |
| Mouse Co1            | CTACCCACCTCTAGCCGGAA    | TGTTATGGCTGGGGGTTTCA    |
| Mouse Co2            | ACCGAGTCGTTCTGCCAATA    | ATTTAGTCGGCCTGGGATGG    |
| Mouse Atp5a1         | GCCCTCGGTAATGCTATTGA    | CACAGAGATTCGGGGGATAA    |
| Mouse ATP6           | ACGCCTAATCAACAACCGTC    | TTCGTCCTTTTGGTGTGTGGA   |
| Mouse Vdac1          | AGTGACCCAGAGCAACTTCGCA  | CAGGCGAGATTGACAGCAGTCT  |

How the deposited data were processed for this re-analysis (not part of the article)

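RNA of MCMs transfected with siRNA-NC or siRNA-*Ppp2r5d* was measured on 2 one-colour microarrays, 1 per condition, and the conditions were taken from the sample labels. The authors deposited, for each array, the intensity of every spot as Feature Extraction 10.7.1.1 gave it, corrected for background within the array and not normalized between arrays. They also deposited a table of log2 values for 56605 probes. Set against the intensities, this table matched a quantile normalization of log2 intensities, with a median absolute difference of 2.13e-06 on the log2 scale, although the paper's text names GeneSpring and no normalization.

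The main values were computed from the intensity of each spot. Control spots and spots marked as outliers were left out, 226 outlier spots for siRNA-NC and 188 for siRNA-*Ppp2r5d*. Spots of 1 probe were averaged, the 75th percentile over non-control probes was subtracted, and probes of 1 gene were averaged over those well above background on both arrays. Probes well above background on 1 array gave a bound. The lowest signal well above background was 14.9 for siRNA-NC and 13.5 for siRNA-*Ppp2r5d*. Of 37074 gene names on the array, 23666 are symbols in the reference gene table of assembly GRCm38, which was used for names and synonyms. The array coordinates are of build mm9.

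No test was run, since 1 array per condition leaves no spread between cultures. A list of genes was described by the percentile of its median log2 fold change, or of its number of genes past 2-fold, among 10000 random lists matched on mean expression in 10 bins. The 14 lists were written in advance from general knowledge and are neither GO's nor KEGG's. Lists of Reactome, scaling to spike-in probes and a search for the siRNA seed in probe sequences were added after the data were examined. The genes named in the text are those the paper names, the 10 largest rises and 10 largest falls among genes with an official symbol, leaving out predicted genes and clone names, and up to 5 genes past 2-fold in each of the 4 lists for Figure 1E,F. Not every gene under this rule is reported here. Other genes named were chosen after their values were seen. The percentiles at which a list or the seed was taken to stand apart in a test of an explanation were also set after the values were seen.

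The alternatives fixed before the data were examined were quantile normalization, the median of detected probes, cyclic loess, normexp background correction with an offset of 50, the authors' log2 values, 2 other filters on dim probes, outlier spots kept, the probe with the highest mean signal, thresholds of 1.5-fold and 4-fold, and random lists that were not matched. The gene and list steps were tested on simulated data in which 200 genes of a copy of the siRNA-NC array were changed 3-fold with a noise SD of 0.1 on the log2 scale. Of these, 200 were recovered among 21105 genes, with 0 false calls. This noise is smaller than the difference between cultures can be. It was the same at every signal and far below the 2-fold threshold, so full recovery was close to fixed in advance. Both simulated arrays had the same detection marks, so noise of dim probes and the bounds were not tested. Calculations used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.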

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

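The tests with cyclic loess, spike-in scaling and Reactome's lists, the removal of 3 genes from the STAT3 targets, and the tests of the growth of the cultures and of the probes of *Cxcl14*, *Nrcam* and *Mx2* were chosen after the results were seen. Besides the 4 lists written for Figure 1E,F, 10 hand-written lists were examined, and chance would place 0.2 of their medians outside the central 98% of random lists. Because there is 1 array per condition, the siRNA and any other difference between the 2 cultures cannot be told apart for any pattern here.

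Genes of the G1/S transition and DNA replication were lower with siRNA-*Ppp2r5d*. The median log2 fold change of 47 measured genes was -0.56, 42 of them were lower, and 0.00% of random lists had a lower median. Of 49 genes well above background on at least 1 array, 10 were at least 2-fold lower, among them *Mcm5*, *Cdc6* and *Ccnd1*, and none was 2-fold higher. An intensity trend between the arrays is argued against by the median of -0.54 after cyclic loess. For the 25 genes with several probes, noise of single probes is argued against by the 76% whose probes were all lower. For genes with 1 probe, *Mcm5* and *Ccnd1* among them, noise of single probes stays open. The choice of genes stays open. Reactome's DNA strand elongation list had a median of -0.33, but 19 of its 32 genes are in the hand-written list too. For the other 13 genes the median was -0.087, with 11 genes lower and 2 higher, and 3.38% of random lists had a lower median. Reactome's mitotic prometaphase list, with 0 genes of the hand-written list, had a median of -0.22. Of its 97 measured genes, 68 were lower and 29 higher, and 0.00% of random lists had a lower median. That list is of mitosis, so it does not decide the choice of G1/S genes. The growth state of the single culture behind each array, 1 per condition, stays open. The paper shows a G1/S term in Figure 1E and does not discuss it.

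Of 34 interferon-response genes, 7 were changed at least 2-fold, more than in 99.99% of random lists. *Gbp2*, *Gbp3*, *Ifi47*, *Xaf1*, *Psmb8* and *Psmb9* were lower. *Mx2* had a log2 fold change of 1.22 from 1 probe, while its other probe, well above background on the siRNA-NC array alone, was lower by a bound of -1.24, so its direction is not settled. A further probe of *Xaf1*, also well above background on the siRNA-NC array alone, was lower by a bound of -0.63, the direction of its gene. The value of each of the 7 rests on 1 probe. The 81.8% of genes with several probes whose probes point the same way therefore leaves noise of single probes open for them. Reactome's interferon gamma signaling list had a median log2 fold change of 0.023, and its genes outside the hand-written list had 0.023 as well. These medians over genes that go both ways do not decide whether the pattern depends on the choice of genes, which stays open. Of 66 genes of the Reactome list, 1 was changed 2-fold.

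Genes that mark cardiomyocytes had a median log2 fold change of 0.32 over 14 genes, above 99.97% of random lists. Of the 14 genes, 10 were higher and 4 lower, with 12 higher after normexp correction, 9 without a filter on dim probes and 8 with spike-in scaling. *Csrp3* had a log2 fold change of 1.93 and *Myl3* of 0.90, each from 1 probe with an intensity of 37.7 and 40.4 on the siRNA-NC array. *Actc1*, with an intensity of 6443, had -0.099, *Cox6a2*, with 1680, had -0.71, and *Nkx2-5*, with 1078, had 0.085. These 5 genes were chosen after their values were seen. An intensity trend between the arrays is argued against by the median of 0.33 after cyclic loess, above 99.95% of random lists. The choice of genes stays open, because 2 contraction lists differ. The 17 measured genes of Reactome's striated muscle contraction list outside the hand-written marker list had a median of 0.34, with 11 higher and 6 lower. The whole Reactome list also had 0.34, but 8 of its 25 measured genes are in the hand-written marker list. The hand-written cardiac muscle contraction list had a median of -0.040 over 42 genes, with 20 higher and 22 lower. For that list, 22.4% of random lists had a lower median. Scaling to spike-in probes gave 0.11, but it shifts every measured gene by 1 factor and leaves the place among random lists as it is, so it decides nothing on scaling. Without a filter on dim probes the median was 0.14. Several markers are close to background, and noise of dim probes and a difference in growth between the 2 cultures stays open.

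Genes described as STAT3 targets had a median log2 fold change of -0.084 over 26 genes, and 0.45% of matched random lists were lower. Of these genes, 9 were higher and 17 lower. An intensity trend between the arrays is argued against by the median of -0.12 after cyclic loess, with 0.37% of random lists lower. Scaling to spike-in probes gave -0.30, but 1 factor for every gene leaves the place among random lists as it is. Scaling between the arrays therefore stays open. The median was smaller in size after normexp correction, -0.037 with 0.77% of random lists lower. With the probe of highest mean signal it was -0.041, with 0.36% lower. Without *Ccnd1*, *Birc5* and *Myc*, 2.05% of random lists were lower, so a part played by cell cycle genes stays open. With random lists that were not matched on expression, 3.94% were lower.

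The largest rise was in *Cxcl14*, with a log2 fold change of 3.23, and the largest fall was in *Nrcam*, with -3.22, both among genes with an official symbol that were well above background on both arrays. Both genes were picked for their size, and each has 1 probe well above background on both arrays, so noise of single probes stays open. Without a filter on dim probes the values were 1.87 and -1.89. No biological explanation was tested for either gene.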

How the results depend on the processing

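Both forms of scaling to spike-in probes and Reactome's lists were chosen after the results were seen, and the other alternatives in advance. No paired analysis was possible because there was 1 array per condition, and leaving out a replicate was not possible for the same reason. A list median or gene value is called moved where it shifted by more than 0.036, the median SD of log2 fold changes between spots of a probe.

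*Ppp2r5d* was lower under every alternative run, with -2.49 after normexp correction, -2.82 with scaling to the median signals of the spike-in probes, and -2.79 with scaling to their median ratio. After normexp correction, which adds an offset of 50 to each intensity and so compresses dim genes, 62 genes were at least 2-fold higher and 44 lower. Without a filter on dim probes the counts were 936 and 1106, of 37000 genes. With spike-in scaling, 122 were higher and 617 lower, and the share of lower genes among those past 2-fold went from 58.4% to 83.5%. That scaling moved the median of all genes from 0.025 to -0.19, so changes read from it are relative to this shift. With the median ratio, 132 were higher and 548 lower, a share of 80.6%, and the median of all genes was -0.16. The median signals of the spike-in probes differed by 0.020 between the arrays, while their median ratio was -0.012. At 1.5-fold, 819 genes were higher and 1163 lower, and at 4-fold 20 and 21. Of the 527 genes past 2-fold, 499 stayed past it in the same direction under cyclic loess, 486 under quantile normalization and 105 after normexp correction. The cause of these moves was not tested, except that a lower or higher threshold and the absence of a filter change the counts by construction.

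Of the HCM genes, 0 were changed 2-fold after normexp correction, 7 with the probe of highest mean signal, 14 at 1.5-fold and 0 at 4-fold. Of the DCM genes, 0 were changed after normexp correction, 14 at 1.5-fold and 0 at 4-fold. Of the contraction genes, 1 was changed after normexp correction, 5 without a filter on dim probes, 11 at 1.5-fold and 0 at 4-fold. Of the hypertrophy genes, 3 were changed without a filter, 2 with the probe of highest mean signal, 6 at 1.5-fold and 0 at 4-fold. The cause was not tested.

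The median log2 fold change of nuclear electron transport genes, 0.11, changed sign to -0.023 under quantile normalization, -0.026 under cyclic loess, -0.022 in the authors' log2 values, -0.10 with spike-in scaling and -0.073 with the median ratio. For interferon-response genes, -0.13 became -0.025 after normexp correction, -0.055 with the probe of highest mean signal, -0.34 with spike-in scaling, -0.31 with the median ratio and -0.050 in Reactome's interferon alpha beta list. The cause was not tested. The number of cardiomyocyte markers well above background on both arrays, 14, rests on the scanner's own marks, which normalization leaves as they are. It was the same with outlier spots kept and with the probe of highest mean signal.

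Of 25 named genes past 2-fold, 24 stayed past it under quantile normalization, the median of detected probes, cyclic loess and the authors' values, 22 without a filter and 18 after normexp correction, and none changed direction. Apart from *Ppp2r5d*, these genes were picked for a large change, so their staying past 2-fold says little about other genes. The planned search for the siRNA seed in 3′ UTRs, with its 8-mer and passenger strand forms, was not run, since transcripts were not used here. Signal over background limits *Nppa*, *Nppb*, *Myh7*, *Itga8* and *Itga9*, whose probes are dim on both arrays.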

Differences from the paper's values

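The paper states that genes changed by the knockdown are enriched for cardiac muscle hypertrophy and cardiac muscle contraction. With hand-written lists that are not the GO sets, 1 hypertrophy gene and 2 contraction genes were changed at least 2-fold, and 24.5% and 52.9% of matched random lists had fewer. Of the settings run, the 1.5-fold threshold, fixed before the data were examined, placed 11 contraction genes above 98.2% of random lists. No setting run placed the hypertrophy list above 95% of random lists.

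The paper also states an association with the HCM and DCM pathways. With hand-written lists that are not the KEGG sets, 4 genes were changed in each, and 92.7% and 91.3% of random lists had fewer. The 1.5-fold threshold, with 99.9% and 99.7%, and the probe of highest mean signal, with 7 HCM genes and 6 DCM genes and 99.9% and 99.6%, placed both lists above nearly all random lists. In the authors' log2 values and under quantile normalization the places were 78.9% for HCM and 76.4% for DCM, under cyclic loess 78.7% and 76.3%, and without a filter on dim probes 5.03% and 17.0%. After normexp correction and at 4-fold no gene of either list was changed. These settings were fixed before the data were examined.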

Other observations

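The tests of spike-in probes, of genes with 1 probe and of probes well above background on 1 array, and the share of 2-fold lower genes with the seed were chosen after the results were seen. The tests of the seed in probe sequences and of its base composition were added after the data were first examined and before their values were seen.

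The 527 genes past 2-fold were set against 4 technical explanations. Among all genes with several probes well above background on both arrays, 191 have a probe past 2-fold. Of the other probes of these genes, 85.2% pointed the same way, which argues against noise of single probes as the whole of such changes, and 31.3% were also past 2-fold. Of the 191 genes, 62 were past 2-fold on average and 129 were not, so a change past 2-fold in 1 probe can overstate that of the gene. Of 394 genes past 2-fold and measured on both arrays, these 62 have several probes. For the other 332, and for the genes with bounds, noise of single probes stays open. Of 34 further probes of the 394 genes that were well above background on 1 array, 31 had a bound in the direction of the gene and 3 in the opposite direction. An intensity trend is argued against by the 94.7% of genes that stayed past 2-fold under cyclic loess. Pairs of replicate spots well above background differed by 2-fold in 0% of 22622 pairs, which leaves differences between cultures open. Changes past 2-fold were more common among dim genes, 5.32% in decile 2 of measured genes by signal against 0.148% in decile 10, the brightest. The signals of the replicate spots were not set against those of the changed genes, so spot noise of dim probes stays open. A response to transfected RNA stays open. The median of interferon-response genes lay above 1.91% of random lists, but 13 of these genes were higher and 20 lower, and both cultures were transfected with RNA. With the probe of highest mean signal the value was 12.1%, and for Reactome's interferon alpha beta list 16.7%.

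The siRNA guide has the seed site ATCTTCT, which was present in the probes of 201 measured genes. Their median log2 fold change differed by -0.083 from that of genes without it, and 1.11% of 12732 7-mers had a lower shift. Of 104 7-mers made of the same bases, 0.962% were lower, which argues against base composition. For the passenger strand, with site GTTGATC, 18.2% were lower. Without a filter on dim probes the value for the guide was 27.6%, and with the probe of highest mean signal 2.84%. Of the 201 genes, 1 was at least 2-fold lower, and 45.2% of 7-mers had a smaller share. An off-target effect of the guide may therefore shift many genes slightly, as a hypothesis, while for the genes past 2-fold it stays open, because a probe covers 60 bases of a transcript and sites elsewhere were not analysed here.

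Before normalization, the median log2 fold change of 31611 probes well above background on both arrays was -0.17, while 8 spike-in probes had a median of -0.012 and lay between -0.045 and 0.053. A difference in hybridization or scanning that acts on every probe is argued against by this value. A difference in the amount of labelled RNA was not tested.

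The 60 measured nuclear genes of the electron transport chain had a median log2 fold change of 0.11, and 15.7% of matched random lists were lower, against 98.6% of lists that were not matched on expression. None was changed 2-fold. Under quantile normalization 1.36% of matched lists were lower. The sign of the median of electron transport genes depends on the normalization. Random lists matched on expression had a median of 0.13. Among measured genes the median was 0.16 in decile 10 by signal, the brightest, and 0.0094 in decile 1, so a value above 0 is shared by bright genes. The claims of the paper on electron transport genes concern cells treated with ISO, which the labels of these arrays do not name. *Il6* had a log2 fold change of 0.33 and *Stat3* of 0.0041, with its 3 probes between -0.44 and 0.32. *Nppa* had 0.62 and *Myh7* 0.023, each from 1 dim probe of 2, and *Nppb* had 0.68 and -0.049 without a filter on dim probes. Under spike-in scaling *Il6* had 0.12.

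Of 31 genes of the response to glucose deprivation and unfolded proteins, 0 were changed 2-fold, with a median of 0.064. Of 22 cardiomyocyte markers, 14 were well above background on the siRNA-NC array and 17 on the siRNA-*Ppp2r5d* array. *Actn2*, *Ckm*, *Myl2*, *Myl7* and *Pln* were not well above background on either. Of 17 fibroblast markers, 15 were well above background on both arrays, with a median log2 fold change of 0.12. The same was seen for 7 of 9 smooth muscle markers with a median of -0.021, 2 of 12 endothelial markers with -0.17, and 6 of 11 macrophage markers with -0.0089. Of the 7 smooth muscle markers, 3 were higher, *Cnn1* with 2.41, *Tagln* with 0.85 and *Mylk* with 0.63. The other 4 were lower, down to -0.42 for *Des*. The signals of different probes were not compared.

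Of Reactome's other lists, that of the activation of the pre-replicative complex had a median log2 fold change of -0.47 over 29 genes, of which 17 are in the hand-written G1/S list. That of extracellular matrix organization had 15 of 191 genes changed at least 2-fold, 6 higher and 9 lower, more than in 99.99% of random lists. That of respiratory electron transport had a median of 0.12 over 74 genes.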
